A study of Mus musculus with 9 samples. Its data were reported in "Adult mouse fibroblasts retain organ-specific transcriptomic identity" (2022).

How the data were processed

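RNA was sequenced from primary cardiac fibroblasts of adult mice that express Cas9 and a green fluorescent protein. Cells were cultured for 3 days, sorted for the surface marker CD90 and against CD45 and CD31, which mark blood and endothelial cells, and replated. After a further 6 days, at 80 to 90% confluency, guide RNAs were delivered with a lipid reagent. Libraries were made with an mRNA kit and read as 75 base single-end reads on an Illumina instrument. Groups were taken from the guide RNA given in the labels, with 3 libraries each of control, Gata4 KD and Tbx20 KD.

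The authors trimmed reads by quality, aligned them to GRCm38 with Bowtie2 and estimated abundances per gene with RSEM. RSEM divides reads that match several genes among them, so genes with near-identical copies carry more error than their counts show. The unit of the deposited table is expected counts per gene, held as whole numbers and not normalized. All columns belong to the 9 libraries. The labels name no batch, date or animal, so none was modelled. A single value compared between 3 and 3 libraries cannot reach an exact permutation p below 0.1, so genes were tested only with models fitted across all genes.

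Gene symbols and positions were taken from GENCODE M21 on GRCm38, which may not be the annotation the authors used. Of 38924 gene IDs 37607 (96.6%) had a symbol, and those without one held 0.262% of counts. For each gene, the share of its 75 base windows that also occur in another gene was computed from transcript sequences, and genes over 50% were treated as uncertain.

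Each comparison was fitted on the 6 libraries of its groups in R 4.3.3 with edgeR 4.0.16. The study used an earlier version of this package, and its methods do not name the test. Genes were kept by filterByExpr, libraries were scaled by TMM factors, and the quasi-likelihood F test (glmQLFit, glmQLFTest) was used with Benjamini-Hochberg adjustment, a threshold of 0.05 and no covariate. CPM of the targets was scaled over all 9 libraries, and CPM of other genes over the 6 libraries of the comparison. Gene lists were tested on log2 CPM with a prior count of 2, by camera at an inter-gene correlation of 0.01 in limma 3.58.1, with fry and camera at an estimated correlation beside it. Adjustment was over the 24 tests of 12 lists in 2 knockdowns. The lists were the eHF genes of the study, interferon-stimulated, p53 targets, cell cycle, myofibroblast, cardiomyocyte, epicardial, macrophage, endothelial and ribosomal RNA-like genes, and all collagens and matrix metalloproteinases by symbol. Of 42 eHF genes 40 were matched to the table.

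The comparisons, tests, lists, alternatives and the rule for naming genes were set before the data were examined. Chosen later were a covariate fit described with the alternatives, the genes said to be picked out after their values were seen, and the tests of explanations that the closing section names as such. Named were Gata4 and Tbx20; in each comparison the 4 highest and 4 lowest log2 fold changes among genes past the threshold with at least 5 CPM in the higher group, no overlap between groups and a symbol that is not a predicted or clone name; eHF genes and the study's opposite genes past the threshold; and up to 3 members of a list past the threshold. No gene passed in both knockdowns, so the rule for genes of opposite direction named none.

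The procedure was tested on simulated counts drawn from the means, library sizes and dispersions of the Gata4 KD and control libraries, in which 200 genes were changed by 2-fold and 14326 were tested. The quasi-likelihood test recovered 79% of the changed genes, and 9.71% of its calls were unchanged genes. An exact test recovered 83% with 21.3% false calls under tagwise dispersions and 89.5% with 39.9% under a common dispersion, and DESeq2 82.5% with 15.8%. A list of 30 genes shifted by 0.5 on the log2 scale was called and 0 of 50 unshifted lists were, on genes simulated independently. For the shared controls, 30 sets of unchanged libraries were simulated over 14782 genes with the dispersions of each group and genes independent of each other.

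Alternatives were DESeq2 1.42.0 with its size factors and Wald test, library size alone, no filter beyond a total above 0, CPM above 1 in at least 2 libraries, at least 10 counts in every library, exact tests with tagwise or common dispersion, limma-voom, all 9 libraries in one fit, the replicate letter as a block, a minimum change of 2-fold, leaving out predicted or clone symbols, and leaving out each replicate in turn. Added after the data were seen was a fit of all 9 libraries with the first principal component of the deviations from group means as a covariate. Pathway databases were not used here.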

Results

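Gene expression was measured by RNA sequencing in cultured cardiac fibroblasts of adult mice in which Gata4 or Tbx20, transcription factors needed to build the heart in the embryo, was knocked down. The cells came from animals 8 to 10 weeks old that carry the Cas9 nuclease and a green fluorescent protein, so that guide RNAs alone direct cutting. Each target received 2 guide RNAs, and control cells received scrambled guides. There were 9 libraries, 3 in each of the groups control, Gata4 KD and Tbx20 KD, and the letters a, b and c name the replicates within a group. Total counts ranged from 31214828 to 41950397 per library with a median of 36270725. Of 38924 genes in the table, 23218 had a count in at least 1 library, and between 14219 and 14700 genes per library had 10 counts or more.

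The first comparison asked whether the transcript of each target was lower in the cells that received its guides. In the mouse genome build GRCm38, Gata4 (ENSMUSG00000021944) lies on the minus strand of chromosome 14 from 63198922 to 63271692. Its expression was 162 ± 6.83 CPM (counts scaled to library size; SD, n = 3) in control, 55.4 ± 9.48 CPM (SD, n = 3) in Gata4 KD and 189 ± 10.4 CPM (SD, n = 3) in Tbx20 KD. The 3 Gata4 KD libraries, at 46.7 to 65.5 CPM, were all below the 3 controls, at 155 to 167 CPM. Gata4 was 65.9% lower in Gata4 KD, a log2 fold change of -1.55 (SE 0.12, adjusted p 0.00272 in edgeR's quasi-likelihood test). In the fits that left out 1 library its adjusted p was at most 0.0276, without control replicate a.

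Tbx20 (ENSMUSG00000031965) lies on the minus strand of chromosome 9 from 24718138 to 24774303. Its expression was 1002 ± 278 CPM (SD, n = 3) in control, 698 ± 199 CPM (SD, n = 3) in Gata4 KD and 391 ± 61.8 CPM (SD, n = 3) in Tbx20 KD. It was 60.9% lower in Tbx20 KD than in control, and the 3 Tbx20 KD libraries, at 320 to 428 CPM, were all below the controls, at 720 to 1276 CPM. The log2 fold change was -1.35 (SE 0.21). Its unadjusted p in edgeR's quasi-likelihood test was 0.000154. Adjusted over 14547 genes, a step that depends on the p-values of all of them, it was 0.748, which did not pass the threshold of 0.05. The alternative that moved this adjusted p most was an exact test on a common dispersion, with 4.5e-17, and the highest value over the alternatives was 1.0.

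**Figure D1:**
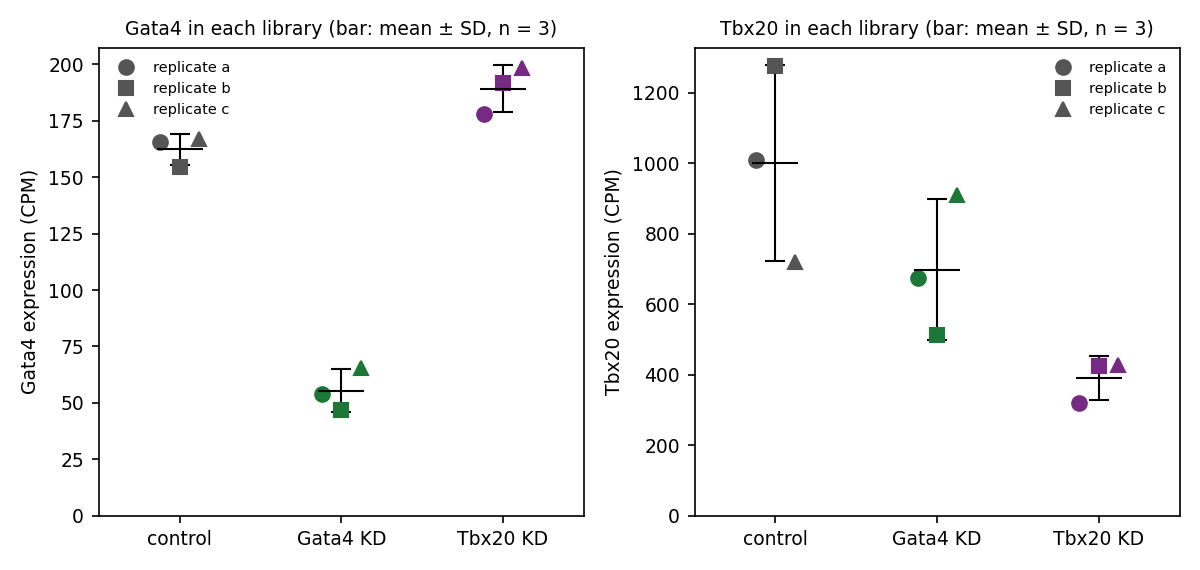
Expression of Gata4 (left) and Tbx20 (right) in CPM in each of the 9 libraries, with one symbol per replicate letter and a bar at the mean ± SD of 3 libraries. Gata4 KD libraries sit between 46.7 and 65.5 CPM for Gata4 and Tbx20 KD libraries between 320 and 428 CPM for Tbx20, while the controls spread from 720 to 1276 CPM for Tbx20.

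The study inferred from its shared genes that Gata4 may regulate Tbx20. In Gata4 KD, Tbx20 had a log2 fold change of -0.52 (SE 0.24, adjusted p 0.636) against control. The ranges of the groups overlapped, with Gata4 KD at 513 to 909 CPM, so the difference did not exceed the spread between replicates. Under an exact test with a common dispersion the adjusted p was 0.0415, in a fit with a covariate added after the data were seen it was 0.0375, and over the alternatives it ranged up to 1.0. Without control replicate b the log2 fold change was -0.31, and without Gata4 KD replicate b it was -0.34. In the reverse direction, Gata4 in Tbx20 KD had a log2 fold change of 0.23 (SE 0.07, adjusted p 1.0, from 0.198 to 1.0 over the alternatives), with all 3 Tbx20 KD libraries above the controls.

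The similarity of libraries within groups overlapped with that between groups. Pearson's r of log2 CPM across genes, which are not independent replicates, was 0.981 to 0.992 within groups and 0.981 to 0.992 between groups. The counts of replicates differed by more than sampling noise in every pair of a group, with a chi-square per degree of freedom of at least 6.22. The common biological coefficient of variation was 15.6% among controls, 12.1% in Gata4 KD and 8.37% in Tbx20 KD.

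**Figure D2:**
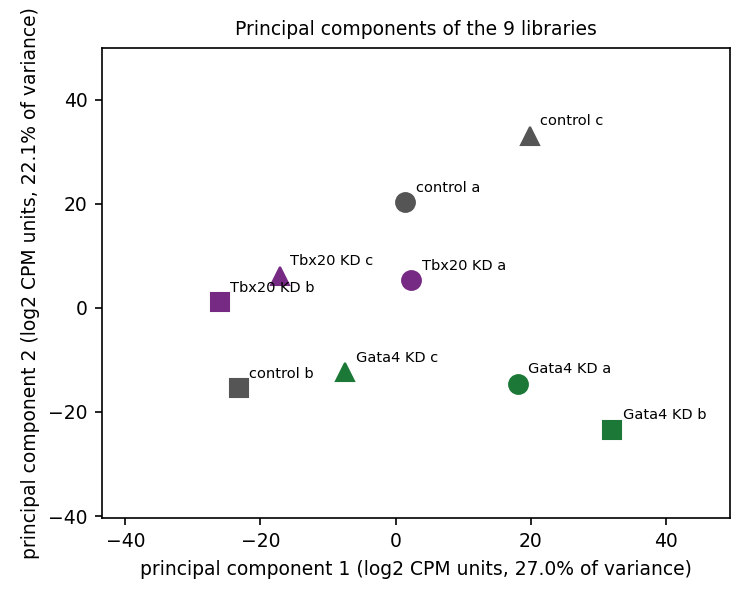
Scores of the 9 libraries on the first and second principal components of log2 CPM (27% and 22.1% of the variance), coloured by group, with one symbol per replicate letter. The 3 controls spread over both axes, with control b at -23.2 and control c at 19.9 on the first component, and the 3 Gata4 KD libraries lie below 0 on the second, as does control b at -15.5.

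To find genes that depend on Gata4, 14468 genes were compared between Gata4 KD and control. Of these, 55 passed an adjusted p of 0.05, 29 higher and 26 lower, and 1235 had an unadjusted p under 0.05 where chance gives 723. The groups did not overlap at 13.8% of genes, against 10% by chance. The count was highest, at 456, in a fit with a covariate that was added after the data were seen, and it was 446 under an exact test with a common dispersion. It fell to 6 without control replicate a, 14 without control replicate c, 10 without Gata4 KD replicate a and 9 without Gata4 KD replicate b, and rose to 189 without control replicate b. Among the 55, Tgtp1 and the pseudogene Pgam1-ps2, picked out after their values were seen, share over 50% of their sequence windows with another gene, so that their counts depend on how shared reads were divided.

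Dio2 on chromosome 12 (90724552 to 90738438) had the highest log2 fold change among the genes eligible to be named, 3.72 (SE 0.17, adjusted p 0.000131), with 79.0 ± 7.59 CPM (SD, n = 3) in Gata4 KD and 5.98 ± 1.37 CPM (SD, n = 3) in control. It was followed by Hgf on chromosome 5 (1.73, SE 0.11, adjusted p 0.00114), Ptgs1 on chromosome 2 (1.47, SE 0.21, adjusted p 0.0348) and Cyp26b1 on chromosome 6 (1.40, SE 0.09, adjusted p 0.00114). The lowest was Lrrn4 on chromosome 2 (132868305 to 132880891), at -3.38 (SE 0.27, adjusted p 0.00272), with 2.37 ± 0.327 CPM (SD, n = 3) in Gata4 KD and 24.7 ± 8.44 CPM (SD, n = 3) in control. Tnnt2 on chromosome 1 (-1.64, SE 0.13, adjusted p 0.00272), Gata4 itself and Mmp10 on chromosome 9 (-1.48, SE 0.15, adjusted p 0.0116) followed. For each of these genes all 3 libraries of one group lay above all 3 of the other, on counts of at least 76. The call of Mmp10 was lost without control replicate a (adjusted p 0.091). That of Ptgs1 was lost when control replicate a or c or Gata4 KD replicate a or b was left out, with an adjusted p of up to 0.184 without control replicate a.

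The same comparison for Tbx20 KD covered 14547 genes. A single gene passed the threshold, Mmp13 on chromosome 9 (7272514 to 7283331), with 18.2 ± 0.608 CPM (SD, n = 3) in Tbx20 KD and 4.76 ± 0.63 CPM (SD, n = 3) in control. Its log2 fold change was 1.93 (SE 0.12, adjusted p 0.00166), and over the alternatives its adjusted p was at most 0.0313. The number of genes with an unadjusted p under 0.05 was 392, below the 727 that chance gives, and the groups did not overlap at 6.93% of genes, against 10% by chance. The number of calls was largest under an exact test with a common dispersion, at 104, and it was 5 without control replicate b. More calls in Gata4 KD than in Tbx20 KD do not by themselves show that the responses differ, so the knockdowns were also compared with each other.

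Between Gata4 KD and Tbx20 KD, a comparison that uses no control library, 208 of 14477 genes differed, 118 higher and 90 lower in Gata4 KD. The groups did not overlap at 23% of genes, against 10% by chance, and 2422 genes had an unadjusted p under 0.05. With library size alone in place of TMM factors 202 genes differed, of which 90 were higher and 112 lower, so the balance of directions depends on the scaling. The count fell to 22 without Gata4 KD replicate a, 55 without Gata4 KD replicate b, 104 without Tbx20 KD replicate a, 28 without Tbx20 KD replicate b and 27 without Tbx20 KD replicate c. It rose to 801 without Gata4 KD replicate c.

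In this comparison the highest log2 fold changes among the genes eligible to be named were those of Dio2 (3.47, SE 0.10, adjusted p 2.7e-05), Il11 (2.68, SE 0.31, adjusted p 0.0115), Ptgs1 (1.88, SE 0.19, adjusted p 0.00754) and Stc1 (1.87, SE 0.33, adjusted p 0.0464). The lowest were those of Lrrn4 (-3.42, SE 0.20, adjusted p 0.000961), Mmp13 (-2.29, SE 0.17, adjusted p 0.00176), Mmp10 (-2.19, SE 0.14, adjusted p 0.00119) and Gata4 (-1.77, SE 0.12, adjusted p 0.0013). The calls of Il11 and Ptgs1 were lost when Gata4 KD replicate a, Tbx20 KD replicate b or Tbx20 KD replicate c was left out, with adjusted p of up to 0.0911 and 0.0687 without Tbx20 KD replicate c. That of Stc1 was lost without each library in turn except Gata4 KD replicate c, with an adjusted p of up to 0.218 without Tbx20 KD replicate c. Tbx20 had a log2 fold change of 0.84 (SE 0.21, adjusted p 0.109). It passed in 3 of the alternatives, whose adjusted p ranged from 9.6e-10 to 0.306, and in the covariate fit added after the data were seen (0.00405).

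No gene passed the adjusted threshold in both comparisons with control, and 105 of the 14342 genes tested in both had an unadjusted p under 0.05 in each. Of these, 76 changed in the same direction and 29 in opposite directions. Without control replicate b 2 genes passed in both. Both comparisons use the same controls, which by itself gives fold changes of equal sign. In 30 simulated sets of unchanged libraries with the spread of each group, a median of 224 genes changed in the same direction and 0 to 3 genes in opposite directions. Pearson's r of the log2 fold changes was 0.32 and Spearman's rho 0.27 across genes, which are not independent replicates. The simulated sets gave an r of 0.57 to 0.63, but their genes vary independently, unlike those of these libraries. Without a control replicate r was 0.54 (a), 0.65 (b) and 0.56 (c), and without a filter on low counts it was 0.64. Its lowest value over the other settings was 0.23. The simulated range holds for 3 shared controls and the filter used, and was not made for these other fits. When the controls were divided between the knockdowns so that no library was shared, r lay between -0.29 and 0.02 over the 6 possible divisions.

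**Figure D3:**
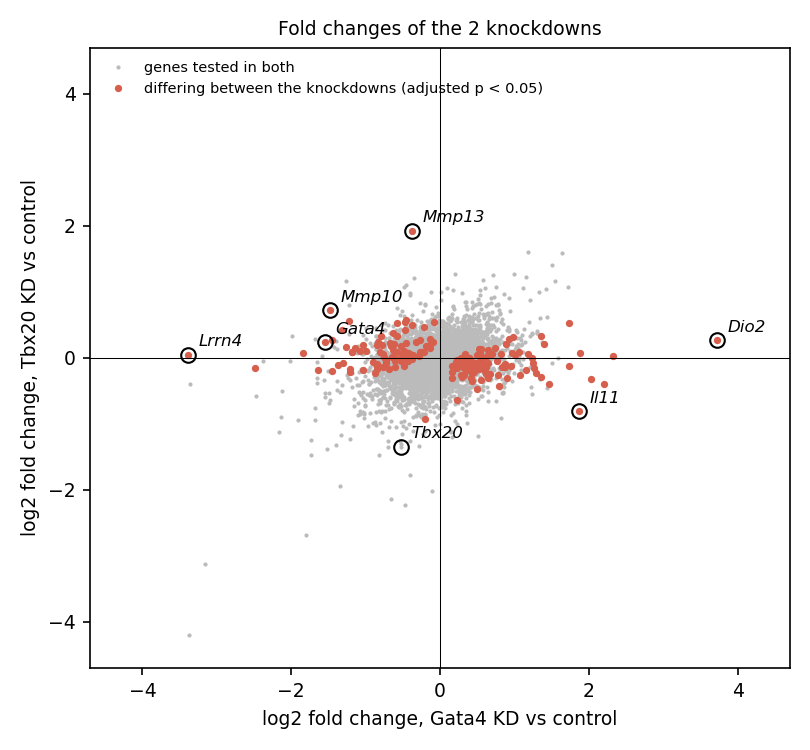
Log2 fold change of Tbx20 KD against control (vertical) and of Gata4 KD against control (horizontal) for the 14342 genes tested in both (grey points), with the 206 of them that differed between the knockdowns at an adjusted p under 0.05 in red and genes named in the text circled. Mmp10 and Il11 lie in the quadrants of opposite direction, and Dio2 and Lrrn4 towards the ends of the horizontal axis.

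The study had defined 42 genes enriched in heart fibroblasts over fibroblasts of other organs (eHF genes) on other samples, and asked how many respond to each knockdown. Of 35 eHF genes tested in Gata4 KD, 1 passed the threshold over all genes. It was Itga4, with a log2 fold change of -0.85 (SE 0.13, adjusted p 0.0449) and 50.2 ± 3.26 CPM (SD, n = 3) against 90.2 ± 15.6 CPM (SD, n = 3) in control. This call was lost without control replicate a (adjusted p 0.204) and without Gata4 KD replicate a (0.279), b (0.152) or c (0.101). Adjusted over the list alone, 2 passed, Itga4 and Col2a1, a count that was 1 without control replicate a or Gata4 KD replicate a and 5 without control replicate b. Both are among 3 genes of the list that the study picked from these libraries to illustrate Gata4 KD. A test for a difference in the frequency of calls between the list and other genes did not pass (Fisher's exact test, two-sided, p 0.125), and 31 of the 35 were lower. In Tbx20 KD, 0 of 36 passed over all genes and 5 had an unadjusted p under 0.05. Adjusted over the list alone, 1 passed, Tbx20, and 6 did without control replicate b.

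Between the knockdowns 3 of 35 eHF genes differed (Fisher's exact test, two-sided, p 0.0136) and 6 adjusted over the list alone. Itga4 (-0.74, SE 0.07, adjusted p 0.00545) and Gucy1b3 (-0.89, SE 0.13, adjusted p 0.0258) were lower in Gata4 KD and Col2a1 (0.61, SE 0.11, adjusted p 0.0416) was higher. Itga4 passed in every fit that left out 1 library. The call of Gucy1b3 was lost without Gata4 KD replicate a (adjusted p 0.143) or b (0.0798) or Tbx20 KD replicate b (0.134) or c (0.141). That of Col2a1 was lost without each library in turn except Gata4 KD replicate c, with up to 0.171 without Tbx20 KD replicate c.

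The study also named 11 genes as regulated in opposite directions by the knockdowns, chosen on these same libraries, so that counts adjusted over the list alone are not independent evidence. All 11 had opposite signs in the 2 comparisons with control. Over all genes, 1 passed in Gata4 KD (Mmp10), 0 in Tbx20 KD, where 8 had an unadjusted p under 0.05, and 4 in the direct comparison (Mmp10, Il11, Rnpepl1 and Tnfsf18). Adjusted over the list alone, 5, 7 and 11 passed. These fell to 2 without control replicate a or Gata4 KD replicate b, to 2 without Tbx20 KD replicate b or c, and to 6 without Tbx20 KD replicate c. In the direct comparison Rnpepl1 had a log2 fold change of -1.02 (SE 0.07, adjusted p 0.0013) and Tnfsf18 one of -1.10 (SE 0.12, adjusted p 0.00885), whose call was lost without Gata4 KD replicate a (adjusted p 0.0577) or Tbx20 KD replicate b (0.0552). The number in the direct comparison was 2 without Gata4 KD replicate a or Tbx20 KD replicate b and 9 without Gata4 KD replicate c. In Gata4 KD it was 0 without control replicate a, 2 without control replicate b and 4 without Gata4 KD replicate c.

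Of 27 genes picked by the study from these libraries to illustrate Gata4 KD, 3 passed over all genes (Mmp10, Itga4 and Tnnt2, all lower) and 21 adjusted over the list alone. The count of 3 fell to 1 without control replicate a and rose to 7 without Gata4 KD replicate c. Of 14 picked for Tbx20 KD, 0 passed over all genes, 9 had an unadjusted p under 0.05 and 9 passed adjusted over the list alone, which fell to 4 without Tbx20 KD replicate b and 3 without Tbx20 KD replicate c. As these lists were chosen on the same libraries, such counts are not independent evidence.

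Finally, 12 gene lists were tested as sets in each knockdown, a family of 24 tests. With limma's camera at a preset correlation of 0.01, 13 passed an adjusted p of 0.05. With a correlation estimated from the data 0 passed, and with fry 1 did, the cardiomyocyte list in Gata4 KD (adjusted p 0.0245). The number passing with camera fell to 4 without control replicate b and 7 without Tbx20 KD replicate b.

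In Gata4 KD the lists that camera called lower were cardiomyocyte (4 of 4 genes lower, adjusted p 0.000378), eHF (31 of 35, adjusted p 0.000482), collagen (26 of 33, adjusted p 0.0035), epicardial (8 of 13, adjusted p 0.0187), macrophage (13 of 15, adjusted p 0.0295) and cell cycle (21 of 27, adjusted p 0.0343). The members with the smallest p in the cardiomyocyte list were Tnnt2, Tnnc1 (-0.62, SE 0.19, adjusted p 0.332) and Myl4 (-0.36, SE 0.25, adjusted p 0.77). The last pair averaged 3.33 and 2.91 CPM in control. Only 4 of the 21 cardiomyocyte genes had enough counts to be tested, and the study had picked 2 of the list, Tnnt2 and Tnnc1, from these libraries. In the epicardial list they were Lrrn4, Aldh1a1 (-0.59, SE 0.10, adjusted p 0.075) and Gpm6a (-1.84, SE 0.40, adjusted p 0.139). In the collagen list they were Col12a1 (0.65, SE 0.14) and Col2a1 (0.50, SE 0.11), which were higher, and Col18a1 (-0.67, SE 0.16). Adjusted over the list alone, 6 epicardial genes passed as lower and 3 as higher, and 3 collagen genes as lower and 2 as higher. The lists not called were interferon-stimulated (adjusted p 0.104), p53 targets (0.0929), myofibroblast (0.339), endothelial (0.264), ribosomal RNA-like (0.406) and matrix metalloproteinase (0.107).

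Among these calls in Gata4 KD only that of the cardiomyocyte list held without each library in turn (adjusted p at most 0.0147), but with no filter on low counts it was lost (0.0732). Other settings also lost the epicardial (adjusted p up to 0.0841), cell cycle (0.0605) and macrophage (0.055) calls. Those of eHF (at most 0.000979) and collagen (0.0441) held under them. Without control replicate b the eHF (0.0607), collagen (0.126), epicardial (0.0952) and macrophage (0.111) calls were lost, and without control replicate a those of macrophage (0.109) and cell cycle (0.0674). The collagen call was also lost without Gata4 KD replicate b (0.1), as was macrophage (0.796), and the epicardial call without Gata4 KD replicate c (0.0985). The cell cycle list was not called without control replicate c (0.361) and changed direction without Gata4 KD replicate c (0.247). The interferon-stimulated list was called without control replicate a (0.00643) or Gata4 KD replicate c (0.0171), and the matrix metalloproteinase list without Gata4 KD replicate a (0.0378) or c (0.00369). Of the epicardial list the study had picked 4 genes for Gata4 KD, and the collagen list shares 3 with the myofibroblast list.

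In Tbx20 KD camera called the matrix metalloproteinase list higher (15 of 16 genes, median log2 fold change 0.23, adjusted p 1.8e-09), and this call held without each library in turn, with an adjusted p of at most 0.000421. The members with the smallest p were Mmp13, Mmp10 (0.72, SE 0.09, adjusted p 0.33) and Mmp8 (1.06, SE 0.29, adjusted p 1.0). The interferon-stimulated list (31 of 34 higher, adjusted p 0.000378), which shares 5 genes with the eHF list, and the macrophage list (14 of 15 higher, adjusted p 0.0187) were also called higher. No interferon-stimulated gene had an unadjusted p under 0.05 by itself. Collagen (24 of 34 lower, adjusted p 0.00984), myofibroblast (16 of 19, adjusted p 0.0295), ribosomal RNA-like (3 of 3, adjusted p 0.0303) and cardiomyocyte (4 of 5, adjusted p 0.034) were called lower. Lists not called were eHF (adjusted p 0.107), p53 targets (0.385), cell cycle (0.478), epicardial (0.208) and endothelial (0.699). The study had picked 3 of the matrix metalloproteinase genes from these libraries for Tbx20 KD.

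The other calls in Tbx20 KD each depended on single libraries. Some were also lost under other settings: cardiomyocyte (adjusted p up to 0.286), collagen (0.267), ribosomal RNA-like (0.229), myofibroblast (0.0732) and macrophage (0.0519). The interferon-stimulated call held under those settings (at most 0.0021). Without Tbx20 KD replicate b those of the interferon-stimulated (adjusted p 0.145), myofibroblast (0.192), ribosomal RNA-like (0.0631) and cardiomyocyte (0.0706) lists were lost and the macrophage list changed direction (0.739). Without control replicate b the macrophage (0.29), collagen (0.542), myofibroblast (0.118), ribosomal RNA-like (0.126) and cardiomyocyte (0.102) calls were lost. Without control replicate a the interferon-stimulated (0.0674), myofibroblast (0.136) and cardiomyocyte (0.0674) lists were not called, and without control replicate c the macrophage (0.134), ribosomal RNA-like (0.0687) and cardiomyocyte (0.303) lists were not. Leaving out Tbx20 KD replicate a removed the calls of collagen (0.501), myofibroblast (0.0929) and ribosomal RNA-like genes (0.0949), and added eHF (0.00115) and cell cycle (0.000215). The cardiomyocyte call was lost without Tbx20 KD replicate c (0.133), and the epicardial list was called without control replicate a (0.0269).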

Values the study reported

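According to the study, the knockdown efficiency was close to 60% for Gata4 as well as for Tbx20. Among the genes it found enriched in heart fibroblasts, 9 responded to the knockdown of Gata4 and 5 to that of Tbx20, with 2 shared by both knockdowns.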

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

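No alternative in this part was chosen after the result was seen except the covariate fit, which was added after the other splits of the libraries were seen. The cause of a change was not tested unless one is given. Expected counts with decimals could not be run, since the table holds whole numbers. The letters of the replicates do not pair libraries: the deviations of libraries with the same letter correlated between -0.17 and 0.25 across genes over 9 pairs. The replicate block is therefore given only here.

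Gata4 in Gata4 KD kept its direction and call in all 16 alternatives, with a log2 fold change of -1.67 to -1.44, and Gata4 in Tbx20 KD stayed short of the threshold in all 16. Tbx20 in Tbx20 KD passed the threshold under DESeq2 (-1.35, adjusted p 3.2e-08), no filter (-1.34, 0.0318), the exact test with tagwise dispersion (-1.35, 2.4e-06) and that with a common dispersion (-1.35, 4.5e-17), within a range of adjusted p up to 1.0. In the fits that left out 1 library it lay between -1.53 and -1.13 and did not pass. Tbx20 in Gata4 KD passed with a common dispersion (-0.52, adjusted p 0.0415, with up to 1.0 over the alternatives). In the covariate fit both passed, Tbx20 in Tbx20 KD with an adjusted p of 0.00422 and in Gata4 KD with 0.0375.

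The 55 genes of Gata4 KD became 273 under DESeq2, 121 with no filter, 250 with tagwise and 446 with common dispersion, and all 55 were among the calls of each. There were 148 with all 9 libraries in one fit, 456 with the covariate, 25 at 2-fold or more and 5 with the replicate block. Leaving out 1 library gave 6 (without control replicate a) to 189 (without control replicate b). The single gene of Tbx20 KD became 10 under DESeq2, 2 with no filter, 8 with tagwise and 104 with common dispersion, 2 with the replicate block and 5 with the covariate, and 1 to 5 when a library was left out, the most without control replicate b. The 208 genes between the knockdowns became 761 under DESeq2, 324 with no filter, 729 with tagwise and 1054 with common dispersion, 101 with the replicate block, 644 with the covariate and 53 at 2-fold or more. Leaving out 1 library gave 22 (without Gata4 KD replicate a) to 801 (without Gata4 KD replicate c). In the tests on simulated data, the exact tests and DESeq2 made more false calls than the quasi-likelihood test, so their larger counts hold more of them.

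Genes called in both knockdowns, 0 with 105 at an unadjusted p under 0.05, became 4 under DESeq2 (2 in the same direction), 2 with tagwise dispersion (1 in the same direction) and 37 with a common dispersion (30 in the same direction), and 0 to 2 when a library was left out, the most without control replicate b. The correlation of fold changes across genes, 0.32, was 0.64 with no filter and 0.49 with CPM above 1. Over all other settings it ranged from 0.23 to 0.64. With a library left out it was 0.23 (without Tbx20 KD replicate a) to 0.65 (without control replicate b).

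The 1 eHF gene of Gata4 KD became 2 under DESeq2, 2 with tagwise and 4 with common dispersion and 0 with the replicate block, and 0 to 1 when a library was left out, with 0 without control replicate a or any Gata4 KD replicate. The 0 of Tbx20 KD, with 5 at an unadjusted p under 0.05, became 1 under DESeq2, 1 with no filter, 1 with tagwise and 4 with common dispersion. Of the study's opposite genes, the 1 of Gata4 KD became 2 under DESeq2, library size alone, no filter, at least 10 counts in every library and all 9 libraries in one fit, 3 with tagwise and 8 with common dispersion and 0 with the replicate block, and 0 (without control replicate a) to 4 (without Gata4 KD replicate c). The 0 of Tbx20 KD, with 8 at an unadjusted p under 0.05, became 2 under DESeq2, 2 with tagwise and 9 with common dispersion. The 4 between the knockdowns became 8 with tagwise and 11 with common dispersion, and 2 (without Gata4 KD replicate a or Tbx20 KD replicate b) to 9 (without Gata4 KD replicate c).

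Of the illustrative genes, the 3 of Gata4 KD became 13 under DESeq2, 7 with no filter, 13 with tagwise and 19 with common dispersion, 7 with all 9 libraries in one fit and 1 with the replicate block, and 1 (without control replicate a) to 7 (without Gata4 KD replicate c). The 0 of Tbx20 KD, with 9 at an unadjusted p under 0.05, became 2 under DESeq2, 1 with tagwise and 9 with common dispersion. The 13 list calls became 8 with no filter and 7 with all 9 libraries in one fit, and 4 (without control replicate b) to 14 (without Gata4 KD replicate a). The cell cycle list in Gata4 KD changed direction without Gata4 KD replicate c (adjusted p 0.247, in a range of 0.000507 to 0.361), and the macrophage list in Tbx20 KD without Tbx20 KD replicate b (0.739, in a range of 0.000257 to 0.739).

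Of 230 values of the 23 results for named genes under other settings 9 changed, 6 weaker and 3 stronger, and of 138 with a library left out 31 were weaker. Of 168 values of the 24 list tests 17 changed, 16 weaker and 1 stronger, and of 144 with a library left out 38 changed, 29 weaker, 7 stronger and 2 in direction. For the 7 counts adjusted over the list alone, 9 of 70 values moved, and 15 of 42 with a library left out. Over the other settings the eHF counts ran from 2 to 9 in Gata4 KD and from 1 to 7 in Tbx20 KD. Those of the opposite genes ran from 3 to 11 in Gata4 KD, 2 to 11 in Tbx20 KD and 8 to 11 between the knockdowns. Those of the illustrative genes ran from 20 to 27 in Gata4 KD and from 7 to 14 in Tbx20 KD.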

Other observations

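The tests of the spread of the controls, of the calls under a common dispersion and of the cell cycle genes on a shared component were chosen only after the result was seen. Those of the share of variance on that component, of GC content and exon length and of the genes around the metalloproteinase cluster were chosen after the pattern was seen but before the test was run.

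The number of eHF genes past the threshold was 1 in Gata4 KD and 0 in Tbx20 KD, where 5 had an unadjusted p under 0.05. Both are lower than the values quoted from the study above. Adjusted over all genes, they reached 4 and 4 over the other settings, the covariate fit not counted, still lower than the study's values. Adjusted over the list alone the counts were 2 and 1, and over the other settings these reached 9 and 7. An adjustment over the list alone is easier to pass than one over all genes. The size of the gap thus depends on the settings.

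Of the 10 splits of the 6 libraries into 3 and 3, only the real one gave 55 genes for Gata4 KD against control, and the others gave at most 2. For Tbx20 KD, 2 of the 10 splits, the real one included, gave at least the 1 gene of the real one; control a, control c and Tbx20 KD a against the rest gave 164. For Gata4 KD against Tbx20 KD, 2 of the 10, the real one included, gave at least 208 genes; Gata4 KD a, Gata4 KD b and Tbx20 KD a against the rest gave 1059. With 10 splits the share cannot fall below 0.1, so grouping by chance and the guides cannot be told apart by this count. In 30 simulated sets of unchanged libraries 0 to 8 genes passed for Gata4 KD. For Tbx20 KD 0 to 6 passed, and 22 of the 30 sets gave at least the 1 gene observed. The simulated genes vary independently, unlike those of these libraries, so these sets do not settle the question. The larger counts of other splits show that libraries differ by something other than their group.

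The deviations of libraries from their group means had a first component with 33.7% of their variance, above the 21 to 22.9% of 30 simulated sets with independent genes. Such shared variation between libraries of one group is a candidate explanation for the 392 genes of Tbx20 KD with an unadjusted p under 0.05, fewer than the 640 to 774 of the simulated sets. Its scores ran from -0.647 in control b to 0.537 in control c. A correction for GC content and exon length left the share at 34.7%, which argues against such a trend as its whole cause. All 27 cell cycle genes lay on its positive side, and 0 of 10000 random lists matched on expression lay as far out. The component is not specific to this list: 26 of 36 eHF, 11 of 15 macrophage, 28 of 34 interferon-stimulated and 28 of 35 collagen genes lay on the other side, where 0%, 0.01%, 0.02% and 0.08% of random lists lay as far out. Differences in proliferation between cultures may be part of it, a hypothesis found and tested on the same data, but these values do not set proliferation apart from other differences between cultures. With this component as a covariate 456 genes were called in Gata4 KD, where simulated unchanged sets gave 0 to 14, but only 5 in Tbx20 KD, where they gave 0 to 10. Between the knockdowns 644 were called, where the simulated sets gave 0 to 3. Variation of independent genes thus does not give the counts of 456 and 644. The covariate is centred within each group, so differences between group means along this component stay in the fit. Shared variation, along this component or outside it, is therefore not excluded as a source of these calls. The simulated sets do not hold it. In the covariate fit Tbx20 in Tbx20 KD had a log2 fold change of -1.33 (adjusted p 0.00422) and in Gata4 KD of -0.52 (adjusted p 0.0375).

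The controls varied more among themselves than either knockdown, with a common biological coefficient of variation of 15.6% against 12.1% in Gata4 KD and 8.37% in Tbx20 KD. The comparison without controls called 208 genes, but it holds the response to Gata4 KD too. This count therefore cannot show whether the controls hid changes in Tbx20 KD. The spread of the controls may be 1 reason why few genes were called in Tbx20 KD, which was not tested by itself. The same controls enter both comparisons with control, so their spread does not by itself account for the larger number of calls in Gata4 KD, 55 against 1, a difference of the same direction in each alternative that was run for both.

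A single common dispersion called 446 genes in Gata4 KD and 104 in Tbx20 KD. Variability that this dispersion ignores cannot be told apart as a source by the test with 200 changed genes, where 39.9% of calls were unchanged genes. Simulated sets with no change gave a median of 62.5 calls (44 to 78) in Gata4 KD and 58 (27 to 75) in Tbx20 KD. These are fewer than the libraries gave, which argues against variability that is independent between genes as the whole cause. Variability that many genes share is left open, since the simulated genes vary independently, unlike those of these libraries. Reads shared between near-identical copies may contribute: of 441 genes called only under the common dispersion 14.3% have over 50% of their windows in common with another gene, against 3.26% of the other tested genes (Fisher's exact test, two-sided, p 2.5e-21).

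The 29 genes of opposite direction with an unadjusted p under 0.05 in each knockdown exceeded the 0 to 3 of the simulated sets. The simulated genes vary independently, unlike those of these libraries, so variation that many genes share is left open as a source. After a correction for GC content and exon length there were 37, of which 24 were among the 29, so such a trend was not the whole cause. The same correction changed the number of calls in Gata4 KD from 55 to 104 and that between the knockdowns from 208 to 224, and left 1 in Tbx20 KD. Gm42418 and Lars2, whose sequences resemble ribosomal RNA and which are among the study's opposite genes, rose and fell together over the 9 libraries (Pearson's r 0.979, exact permutation p 6.1e-05; Spearman's rho 0.917, p 0.00131; r without the 2 farthest libraries 0.717). Gm42418 was at 27833 CPM in Gata4 KD a and 5029 and 5256 CPM in the other Gata4 KD libraries, against 4703 to 11176 CPM in control and 2963 to 4652 CPM in Tbx20 KD. Carry-over of ribosomal RNA and an effect of the guides cannot be told apart for this pair, since Tbx20 KD lies below Gata4 KD in every library.

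Cutting by Cas9 can break chromosomes, while scrambled guides do not cut. In Gata4 KD the p53 targets, which breaks would raise, had a median log2 fold change of -0.0507 with 21 of 24 lower. No rise was thus seen, but the list was not called (camera, adjusted p 0.0929). A small lasting response to breaks is therefore not excluded. In Tbx20 KD the median was 0.0141 with 13 of 24 higher, so such a response cannot be told apart from none. Loss of the chromosome arm beyond the cut was not seen: the 169 genes beyond Gata4 had a median of -0.0298, and 32.3% of equally long runs on other chromosomes were as low. The 671 genes beyond Tbx20 had a median of 0.00255, with 71.2% of runs as low. A loss in a small share of cells would not show at this resolution.

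The interferon-stimulated list was not called in Gata4 KD (adjusted p 0.104, 26 of 34 genes lower), although it was without control replicate a (0.00643) and without Gata4 KD replicate c (0.0171). By the prediction written before this test, a list that is not called argues against a response to the transfected RNA. That reading was changed after the result was seen, because a test short of the threshold excludes nothing. In Tbx20 KD it was called higher (adjusted p 0.000378, 31 of 34) with a median log2 fold change of 0.0875, but not with an estimated correlation, nor without control replicate a (0.0674) or Tbx20 KD replicate b (0.145). A difference between guide preparations in the response to transfected RNA and an effect of the targets cannot be told apart in either knockdown, since each preparation belongs to 1 group.

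On chromosome 9, 7 tested matrix metalloproteinase genes lie between 7272514 and 7699585. All 7 were higher in Tbx20 KD (median log2 fold change 0.72, 5 with an unadjusted p under 0.05). In Gata4 KD 5 of 7 were lower (median -0.40, 2 of the 7 with an unadjusted p under 0.05). The other 9 had a median of 0.12 in Tbx20 KD, and 0 of them had an unadjusted p under 0.05. In Gata4 KD their median was 0.0112 and 2 of them had such a p, so the cluster is less clearly set apart there. Tbx20 lies on the same chromosome, but the 107 genes between had a median of -0.0167 in Tbx20 KD, inside the range of runs on other chromosomes (-0.055 to 0.046), which argues against a spread along the chromosome. Regulation of this cluster by both factors in opposite directions may explain the pattern, as a hypothesis found on these libraries.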
